A study of Mus musculus with 6 samples. Its data were reported in "T-type calcium channel inhibition restores sensitivity to MAPK inhibitors in de-differentiated and adaptive melanoma cells" (2020).

How the data were processed

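Gene expression was measured in 4434 cells, a mouse melanoma line with mutated Braf, at day 20 of partial reprogramming. Cells carried an inducible lentiviral vector for Oct4 (gene Pou5f1), Sox2, Klf4 and a blasticidin resistance gene, with another vector for the doxycycline-dependent transactivator. Cells given doxycycline (+ dox) were compared with cells that held both vectors and were kept without it (− dox). The methods describe blasticidin selection of the doxycycline-treated cells, so the comparison covers doxycycline, selection and the 3 factors together. Total RNA was hybridised to 6 Affymetrix mouse arrays, 3 per group, and samples were grouped by their labels. Neither the labels nor the methods say whether the arrays of a group came from separate cultures, so p-values measure only the spread between these samples, which may be technical.

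The deposited values are log2 expression values: the authors normalised the scanner files with RMA (background correction, quantile normalisation and a summary per probe set) in Chipster software. The Chipster version and the chip definition file were not given in the sources used here. The table held 45101 probe sets with 0 missing values, rounded to 2 decimals. Column medians were 5.36, 5.33 and 5.36 in + dox arrays 1, 2 and 3, and 5.35, 5.36 and 5.37 in the − dox arrays. The scale was not stated and was read from these medians, from values between 2.08 and 14.44 and from the use of RMA. The columns hold levels of single arrays, not centred per probe set, so they carry no direction of their own. Scanner files were not used here, and the number of arrays limits the precision.

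Gene names came from the platform annotation of 2016, updated through Entrez identifiers with the RefSeq gene table of assembly GRCm38.p6, which changed 0 symbols. Of the probe sets, 34945 had 1 gene symbol, 932 had several, 13 were controls that the annotation names and 9211 were not listed in the annotation. All 64 array controls, most of them among those not listed, were left out. Of those with 1 gene, 34741 had an identifier in the RefSeq table. Each of 18193 genes was represented by the probe set with the highest mean over the 6 arrays. Probe sets with several genes or none were left out of the gene tests, and no coordinates were used.

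Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, group as the only term, two-sided), with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. Changes are + dox minus − dox on the log2 scale, with the SE of the fit. Levels are means ± SD of 3 arrays. For 31 gene lists, members past the test were counted over all genes and again with p-values adjusted over the list alone. Of 644 listed genes 601 were measured, and 26 stood in several lists. The 30 lists with at least 5 measured members were tested with camera, which compares a list with all other genes, at a preset inter-gene correlation of 0.01 and with adjustment over the lists. Camera with an estimated correlation and fry, which tests a list on its own, were alternatives.

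The genes named were the study's markers, the 12 largest rises and 12 largest falls among called genes whose groups did not overlap, and per list up to 4 called members with the largest change, or the 2 with the smallest p where fewer than 2 passed. Lists, their tests, this rule and all alternatives but 1 were fixed before the data were examined. The tests of gene families by symbol, of cells without reprogramming and of a wrong label for + dox 1 were chosen afterwards. Plaur, Mmp2, Usp18, Ifit1, Igfbp5, Myog, Acta1, Krt1, Krt5, Krt13, Krt20, Krtdap, Sprr2d, Slurp1, Lce1f, Sbsn, Kprp and the collagen, cilium transport and serpin genes other than Col6a2 stood outside the rule and were chosen after their values were seen.

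Tests were checked on simulated data for these 18193 genes and 3 arrays per group, with 200 genes changed in each of 5 runs. The share recovered was 10.4% at a log2 change of 0.5, 56.7% at 1 and 86.4% at 2, and false calls averaged 4.98% of calls. A list shifted by 0.5 was called by camera in 5 of 5 runs, with 0 calls of other lists. Genes were simulated independently of each other, so these runs do not test the error rate of camera under correlation between genes.

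Alternatives were the replicate number as a block, other ways to choose 1 value per gene, filters on dim probe sets at 20% and 40%, eBayes with trend and robust settings, quantile normalisation or median centring of the deposited columns, each array left out in turn, probe sets in place of genes, an adjusted threshold of 0.01, limma's treat test against a 2-fold change, and an unadjusted threshold with a 2-fold limit. Leaving out both arrays numbered 1 was added after the data were seen. Same-numbered arrays did not deviate together, so the numbers were not taken as pairs.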

Results

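The data are 6 expression arrays of 4434 melanoma cells, 3 from + dox cells and 3 from − dox cells, all at day 20. The first principal component held 63.2% of the variance and separated the groups, with + dox arrays at 10.5, 41.9 and 54.4 and − dox arrays at −39.6, −30.7 and −36.4. Array + dox 1 lay nearest to the − dox side. Its correlation over genes was 0.987 with + dox 2, 0.9839 with + dox 3, 0.9860 with − dox 2 and 0.9841 with − dox 3, against 0.994 between + dox 2 and + dox 3; genes are not independent replicates. Array − dox 1 stood apart on the next component (20.0% of the variance), at −40.7 against 19.1 and 19.3 for − dox 2 and − dox 3. No pair of arrays shared more than 953 identical values, and the median SD over genes was 0.14 in + dox and 0.15 in − dox arrays.

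The comparison of + dox with − dox cells asks what partial reprogramming changed in these cells. The largest rises exceeded 100-fold. Urah, an enzyme of urate breakdown, stood at 13.00 ± 0.48 in + dox against 5.30 ± 0.02 in − dox cells, a rise of 7.70 (SE 0.23, 208-fold, limma adjusted p = 5.43e-05). Msln, which encodes the surface glycoprotein mesothelin, rose from 4.47 ± 0.18 to 11.87 ± 0.04, by 7.41 (SE 0.11, adjusted p = 3.37e-06). Nppb, the gene of B-type natriuretic peptide, rose by 7.51 (183-fold), and the aldehyde dehydrogenase gene Aldh3a1 by 7.39. Plet1, expressed in placenta and epithelial progenitors, rose by 6.92. Aldh3a1 and Plet1 lay near the low end of the scale in − dox cells (3.75 ± 0.06 and 4.03 ± 0.54), so no fold is given for them. With the mean of all probe sets Plet1 had 4.23.

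Keratin genes stood among the other large rises. Krt16, a keratin of activated epidermis, rose by 5.93 to 10.03 ± 0.65 (adjusted p = 0.000422), and Krt6b, another keratin gene, rose by 5.81 to 9.96 ± 0.38. Dmkn, a secreted epidermal protein gene, rose by 6.01. The interferon-inducible gene Ifi209 rose by 6.06, the phosphatase gene Ptpn22 by 5.91, the secretory chaperone gene Scg5 by 5.65 and the annexin gene Anxa8 by 5.51. In − dox cells Scg5 (2.79), Ptpn22 (3.29), Dmkn (3.59) and Aldh3a1 lay under the lower quartile of all probe sets (3.84 to 3.90), so the size and rank of their rises are approximate. Of the 12 largest rises, 11 passed the test whichever array was left out. Ptpn22 missed it without − dox 3 (adjusted p = 0.0509).

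Among called genes the falls were smaller. Igfbp5, which was not called, had a larger fall (−5.12) than any of those below. Nptx1, a neuronal pentraxin gene, stood at 3.64 ± 0.17 in + dox and 7.07 ± 0.29 in − dox cells (−3.43, SE 0.17, adjusted p = 0.000421). The growth factor gene Fgf7 went from 7.32 ± 0.08 to 4.06 ± 0.13 (−3.26, SE 0.10, adjusted p = 6.51e-05), and the matrix gene Edil3 fell by 3.08 (adjusted p = 0.00543). These 3 genes passed whichever array was left out. Without − dox 1, − dox 2 or − dox 3 another probe set represented Fgf7, with changes of −1.60, −1.53 and −1.66. Acpp (−3.28), the cell cycle regulator Rgcc (−3.20), the embryonic myosin gene Myh3 (−3.12), the neurofilament gene Nefl (−2.79), the POU factor gene Pou3f1 (−2.69), the melanosomal glycoprotein gene Gpnmb (−2.62), the myosin light chain gene Myl4 (−2.58) and Nlrc3 (−2.55) also fell. Lrrn1 fell by 3.07, but 2 other probe sets of it had the opposite sign. In + dox cells Nptx1 and Nlrc3 (3.79) lay under the lower quartile of all probe sets, which makes the size of these falls approximate. With the mean of all probe sets Nptx1 had −2.10, Edil3 −0.79, Lrrn1 −0.90 and Nlrc3 −1.47, and Acpp (−1.68, adjusted p = 0.0634) and Myl4 (−1.33, adjusted p = 0.0553) lost their calls. Calls of these 9 genes were lost when + dox 2, + dox 3, − dox 2 or − dox 3 was left out (highest adjusted p from 0.0741 for Nlrc3 to 0.170 for Myl4), and that of Myl4 also without − dox 1.

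**Figure D1:**
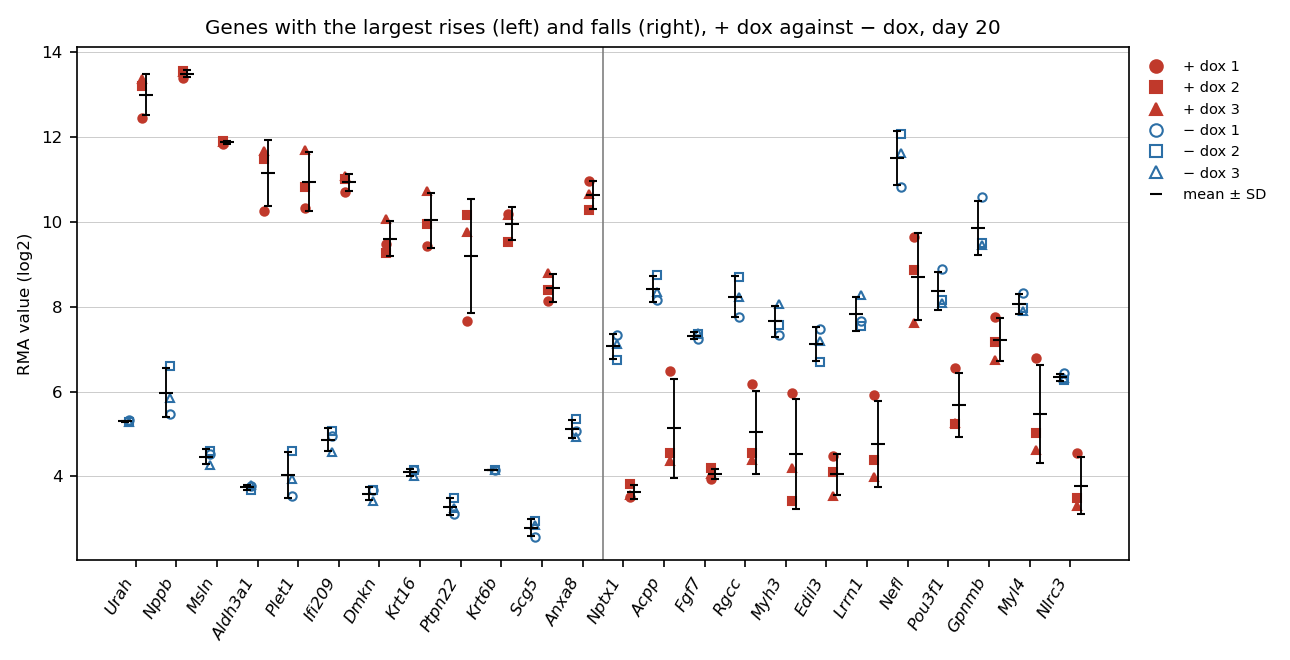
Log2 RMA value (vertical axis) of the 12 genes with the largest rise and the 12 with the largest fall among called genes whose groups did not overlap, by gene (horizontal axis). Filled red symbols are + dox arrays, open blue symbols − dox arrays, each array with its own symbol, and black bars the mean ± SD of 3 arrays; Msln lies at 11.84 to 11.91 in + dox and 4.27 to 4.61 in − dox arrays, while Acpp and Myh3 spread widely in + dox arrays.

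In all, 886 of 18193 genes changed, 558 higher and 328 lower in + dox cells. Among them 471 changed more than 2-fold (316 higher, 155 lower), 45 rose more than 8-fold and 7 fell more than 8-fold (Nptx1, Acpp, Fgf7, Rgcc, Myh3, Edil3 and Lrrn1). Of these 7 only Rgcc (−3.61) and Myh3 (−3.12, 1 probe set) passed 8-fold with the mean of all probe sets. Before adjustment 3942 genes had a p under 0.05, where chance gives 910, and the groups did not overlap in 4890 genes (26.9%, against 10% by chance). The count depended on single arrays: it was 1650 without + dox 1, 168 without + dox 2, 151 without + dox 3, 1140 without − dox 1, 121 without − dox 2 and 118 without − dox 3, and 3649 without both arrays numbered 1. The calls of 91 genes (76 higher, 15 lower) held whichever array was left out.

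The study followed stemness and melanocyte markers by RT-qPCR in these cells. It reported higher Sox2, SSEA-1 and Cacna1h and lower Mitf and Pmel in reprogrammed cells. Beside the RT-qPCR it cited western blots of the Sox2, Mitf and Cacna1h proteins. The authors also read their array data, shown as a heat map of differing genes, as further support for partial reprogramming. On the arrays limma called 0 of the 9 marker and vector genes measured, and 3 had a p under 0.05 before adjustment (Pou5f1, Sox2 and Fut4). Sox2, a pluripotency factor carried by the vector, had a change of −0.71 (SE 0.21, adjusted p = 0.113), the direction opposite to the study's. Fut4, whose enzyme makes the SSEA-1 epitope, had one of −0.50 (SE 0.16, adjusted p = 0.133), also opposite, and its other probe set had +0.09. Fut4 lay at a low level, in percentile 17.6 of all genes. Its + dox mean (3.70) was under the lower quartile of all probe sets, which limits what its direction can show. Pou5f1, the gene of Oct4, stood at 4.77, 5.32 and 4.92 against 4.25 ± 0.15 (0.75, SE 0.17, adjusted p = 0.0566), and the probe sets of the vector gene Klf4 differed in sign (−0.58 and 0.16). In the Klf4 probe set with −0.58, − dox 1 stood at 9.23 and − dox 2 and 3 at 7.85. Without − dox 1 its change was −0.12. Adjusted over the list of these 3 vector genes alone, 1 rose and 1 fell. Which part of the vector transcripts these probe sets cover was not analysed here, so their values cannot tell whether the vector genes were induced.

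Mitf, the master regulator of melanocytes, had a change of −0.76 (95% confidence interval −1.72 to 0.20, adjusted p = 0.343), in which − dox 1 stood at 8.15 and − dox 2 and 3 at 6.87 and 6.67; without − dox 1 the change was −0.30. Pmel, which encodes a melanosome matrix protein, differed by less than the spread between arrays (0.01, interval −0.22 to 0.25). Cacna1h, a T-type calcium channel gene, had a change of −0.17 (interval −0.40 to 0.06, adjusted p = 0.366) at a low level, in percentile 16.7 of all genes. The related T-type gene Cacna1g had 0.08, within the spread, the neural crest receptor gene Ngfr had −0.38 (interval −0.85 to 0.08, adjusted p = 0.322, 1 other probe set with the opposite sign), and Cacna1i was not analysed here. Gapdh, the loading control of the RT-qPCR, had changes of 0.03 to 0.06 over its 3 control probe sets. Leaving out 1 array brought 2 markers past the test, Pou5f1 without + dox 1 (0.87, adjusted p = 0.0351) and Sox2 without − dox 1 (−0.88, adjusted p = 0.0486).

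**Figure D2:**
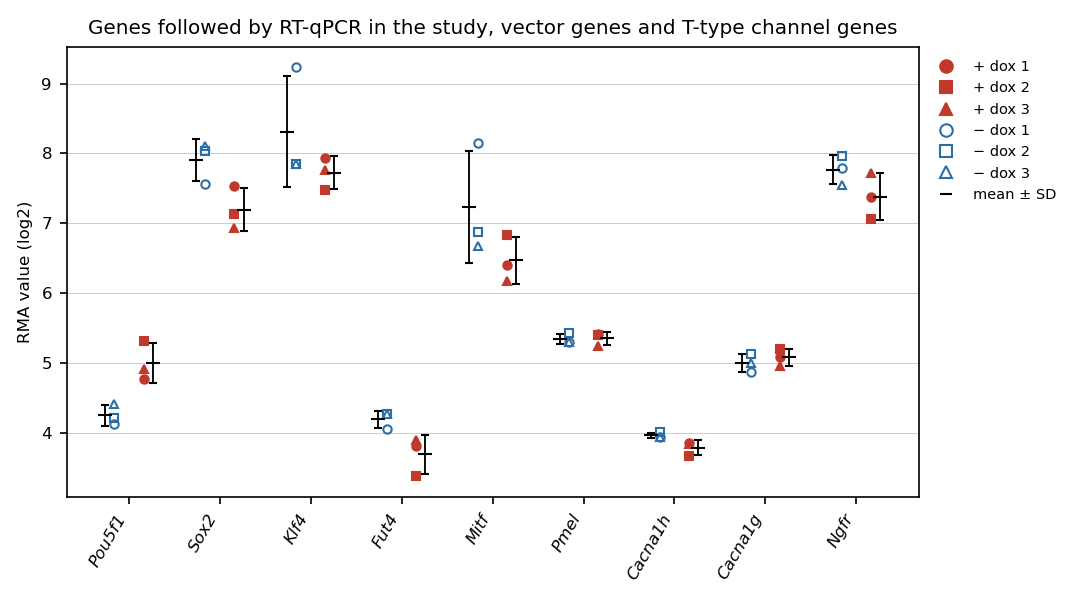
Log2 RMA value (vertical axis) of the vector genes, the genes followed by RT-qPCR and Cacna1g (horizontal axis), per array. Filled red symbols are + dox and open blue symbols − dox arrays, with the mean ± SD of 3 arrays in black; Mitf and Klf4 are highest in − dox 1 (8.15 and 9.23), and Pmel lies between 5.25 and 5.43 in every array.

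The study describes reprogrammed cells as de-differentiated, and the lists of stemness and lineage genes bear on that. Of 37 measured pluripotency genes 0 rose and 0 fell (0 and 0 adjusted over the list alone, 2 with an unadjusted p under 0.05), with Etv4 at −0.56 (adjusted p = 0.143); the list's median was 0.02 and camera gave an adjusted p of 0.942. Without − dox 1 limma called 1 rise. Of 29 melanocyte genes 0 rose and 3 fell, over all genes and adjusted over the list alone. These were Gpnmb (−2.62), Bace2, a protease gene of pigment cells (−1.14), and the adaptor gene Ap1s2 (−0.69, 1 other probe set with the opposite sign). The other 26 genes did not pass, nor did the list by camera (median 0.01, adjusted p = 0.721). Without + dox 2, + dox 3, − dox 2 or − dox 3 these 3 calls were lost (highest adjusted p 0.0891, 0.164 and 0.125 for Gpnmb, Bace2 and Ap1s2), and that of Bace2 also without + dox 1. With the mean of all probe sets Bace2 had −0.81 (adjusted p = 0.134), and with the probe set of largest variance Bace2 had −0.82 (0.398) and Ap1s2 −1.22 (0.0636).

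Neural crest and undifferentiated melanoma genes gave 4 rises and 0 falls among 28 members (5 and 0 adjusted over the list alone), although the list did not pass camera (median 0.06, adjusted p = 0.390). Without both arrays numbered 1 it did (median 0.19, adjusted p = 0.0269, and adjusted p = 0.960 with an estimated correlation). Tead4, a transcription factor of the Hippo pathway, rose by 2.59 from 5.80 ± 0.26 to 8.39 ± 0.14 (adjusted p = 0.000864) and passed whichever array was left out. Aldh1a1, an aldehyde dehydrogenase gene, rose by 3.01, the adhesion gene L1cam by 2.41 and the growth factor gene Nrg1 by 1.78. Their calls were lost without − dox 2, − dox 3 and either + dox 3 (L1cam) or + dox 2 (Aldh1a1 and Nrg1), with adjusted p values up to 0.0755 for L1cam, 0.0899 for Aldh1a1 and 0.0937 for Nrg1. Aldh1a1 lay at 3.21 in − dox cells, under the lower quartile of all probe sets, and L1cam had 1.56 with the mean of all probe sets. Germline genes (18 measured, median −0.03, adjusted p = 0.942) and early lineage genes (20 measured, median 0.07, adjusted p = 0.721) had 0 called members, also adjusted over the list alone, and 1 and 0 with an unadjusted p under 0.05. The homeobox gene Rhox5 had 3.38 with an SD of 3.04 in + dox arrays (adjusted p = 0.220) and Magea5 0.29; Gata6 had 1.03 (adjusted p = 0.263) and Elf5 0.21. Without + dox 1 Rhox5 (5.03, adjusted p = 0.00755) and Gata6 (1.54, adjusted p = 0.0285) passed.

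Invasion was increased in the reprogrammed cells of the study, and genes of matrix and invasion moved both ways here. Of 28 mesenchymal and invasive genes 2 rose, Tgfbi (2.89) and Plaur (1.24), and 4 fell, Fn1 (−2.02), Mmp9 (−1.95), Tnc (−1.68) and Mmp2 (−1.26); adjusted over the list alone 3 rose and 6 fell. Fn1 and Tnc encode the matrix proteins fibronectin and tenascin C, and Mmp9 and Mmp2 are matrix metalloproteinases. The list did not pass camera (median 0.01, adjusted p = 0.721). The call of Tgfbi was lost without − dox 2 or − dox 3 (adjusted p up to 0.0530), and those of Fn1, Mmp9, Tnc, Plaur and Mmp2 without + dox 2, − dox 2 or − dox 3 (up to 0.130, 0.123, 0.0809, 0.123 and 0.171). Without + dox 3 all of these but Tgfbi and Mmp9 were lost, and Mmp2 also without − dox 1. Fn1 also missed the test with the mean of all probe sets (adjusted p = 0.0721) or the probe set of largest variance (0.152). Epithelial genes gave 0 calls among 24 (also adjusted over the list alone, 2 with an unadjusted p under 0.05), with Ocln at −1.82 (adjusted p = 0.0575) and Krt19 at 1.08; the list's median was −0.01 and its adjusted p 0.983. Without + dox 1 Ocln (−2.29, adjusted p = 0.00407) fell and 1 other gene rose.

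No list of markers of another cell type passed camera. Among 11 keratinocyte genes Krt14, a basal keratin, rose by 3.67 to 8.22 ± 0.55 (adjusted p = 0.00173, 1 other probe set with the opposite sign) and 0 fell, with the same counts adjusted over the list alone, while Krt10 had 0.55; the median was 0.07 and the list's adjusted p 0.461. Col6a2 was the 1 called gene of 16 fibroblast genes (−0.82, 0 rose; adjusted over the list alone 2 rose and 2 fell), with Dcn at 0.85 (adjusted p = 0.0525), a median of 0.03 and a list adjusted p of 0.942. Of 12 neural and glial genes Mbp fell by 0.91 (1 other probe set with the opposite sign) and 0 rose (1 and 1 adjusted over the list alone), with Stmn2 at 2.44 (adjusted p = 0.0600), a median of 0.11 and a list adjusted p of 0.723. Immune cell (14 measured, median 0.03, adjusted p = 0.942) and endothelial genes (12 measured, median 0.09, adjusted p = 0.632) had 0 calls in either count and 1 gene each with an unadjusted p under 0.05; Cd74 had −0.50, Itgam 1.17, Tek 1.61 and Eng 0.52. Housekeeping genes (11 measured) gave 0 calls in either count (3 with an unadjusted p under 0.05), a median of 0.06 and an adjusted p of 0.942, with Gusb at −0.43 and Sdha at −0.35 (2 other probe sets with the opposite sign). Col6a2 and Mbp lost their calls without + dox 2, + dox 3, − dox 1, − dox 2 or − dox 3 (adjusted p up to 0.165 for each), and Krt14 held its call in each case. With the mean of all probe sets Krt14 had 2.01, and Col6a2 (−0.62, adjusted p = 0.0914) and Mbp (−0.28, adjusted p = 0.142) missed the test. Without + dox 1 Dcn (1.01, adjusted p = 0.0191), Stmn2 (3.15, 0.000199) and Tek (0.79, 0.0222) passed, and 1 more fibroblast gene fell. Without − dox 1 Krt10 (0.86, 0.0298) and 1 immune cell gene passed, and without + dox 3 Itgam had 0.47 and Eng 0.28.

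Muscle genes moved both ways. Of 12 members Tnnc1, a slow and cardiac troponin gene, fell by 1.84 (adjusted p = 0.00936) and the cardiac troponin gene Tnnt2 rose by 1.22; adjusted over the list alone 2 rose and 7 fell. The median was −0.85 (camera adjusted p = 0.177), and the arrays differed, with + dox 1 at −0.45 against −1.06 and −1.04 in + dox 2 and 3, relative to the − dox mean. Without + dox 1 the list passed with a median of −1.05 (adjusted p = 0.00786, and 0.982 with an estimated correlation). The gene test then called 5 falls. The calls of Tnnc1 and Tnnt2 were lost without + dox 3 or − dox 3, and that of Tnnt2 without + dox 2 (adjusted p up to 0.0538 and 0.0950).

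Calcium channels are the study's proposed target in adapted cells. Of 16 measured voltage-gated calcium channel genes 1 rose and 0 fell, also adjusted over the list alone: Cacna2d2, an auxiliary α2δ subunit, went from 4.44 ± 0.16 to 7.56 ± 0.65 (3.12, SE 0.31, adjusted p = 0.00704; 1 other probe set with the opposite sign). Cacna2d1 had −0.54 (adjusted p = 0.115). The list did not pass (median 0.05, camera adjusted p = 0.942). Of 27 calcium handling genes 2 rose and 1 fell, in either count: Orai1, the pore of store-operated calcium entry, rose by 1.77, Rcan1, a calcineurin regulator, by 1.22, and the ryanodine receptor gene Ryr1 went from 5.84 ± 0.37 to 4.34 ± 0.41. That list's median was 0.13 and its adjusted p 0.592. Cacna2d2 and Rcan1 passed whichever array was left out, and Orai1 and Ryr1 did not without + dox 2, + dox 3, − dox 2 or − dox 3 (adjusted p up to 0.0755 and 0.128). With the mean of all probe sets Cacna2d2 had 1.05 (adjusted p = 0.00895) and Ryr1 −0.93 (0.0511). Without − dox 1 calcium handling had 4 rises.

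Genes around MAPK signalling, drug efflux and cell death bear on the drug response of these cells. Of 20 MAPK output genes Phlda1 rose by 1.61 and the feedback inhibitors Spry1 and Dusp6 fell by 2.08 and 1.20. Adjusted over the list alone 1 rose and 3 fell. The list's median was −0.16 (camera adjusted p = 0.302). Without − dox 3 that median was −0.26 (adjusted p = 0.0218, and 0.973 with an estimated correlation). Without − dox 1 it was −0.0725 (adjusted p = 0.9075). Fgfr1 fell by 1.27 and was the 1 called gene of 23 receptor tyrosine kinases (0 rose; 0 and 1 adjusted over the list alone; median 0.04, adjusted p = 0.830), with Mertk at −0.86 (adjusted p = 0.0690). Without − dox 1 the list had 1 rise and 3 falls, Mertk among them (−1.09, adjusted p = 0.00942). Of 23 apoptosis regulators 3 rose and 0 fell (5 and 1 adjusted over the list alone): Bcl2, which blocks mitochondrial cell death, rose by 2.41 to 8.70 ± 0.47 (adjusted p = 0.00624), while the pro-death genes Bak1 and Bmf rose by 0.96 and 0.64. The list's median was 0.07 (adjusted p = 0.632), and 1 other probe set of Bmf had the opposite sign. With the mean of all probe sets Bcl2 had 1.54 and Bmf −0.0122 (adjusted p = 0.957), and with the probe set of largest variance Bmf had −0.70 (0.104).

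ABC transporter and aldehyde dehydrogenase genes gave 4 rises and 0 falls among 20 members (4 and 2 adjusted over the list alone; median 0.09, adjusted p = 0.461). Besides Aldh3a1 and Aldh1a1, these were the drug efflux genes Abcb1a (3.89, SE 0.77, adjusted p = 0.0431) and Abcg2, which rose from 9.47 ± 0.09 to 11.37 ± 0.24 (1.89, SE 0.14, adjusted p = 0.00206). Of 23 p53 target and CDK inhibitor genes 0 passed over all genes (10 had an unadjusted p under 0.05) and 3 rose and 3 fell adjusted over the list alone, with Phlda3 at 0.60 (adjusted p = 0.0524), Tnfrsf10b at 0.59, a median of 0 and a list adjusted p of 0.942. Over all genes 2 rose and 1 fell without + dox 1, and 2 rose without − dox 1. Phlda1, Bcl2, Abcg2 and Aldh3a1 kept their calls whichever array was left out. Spry1, Dusp6, Fgfr1, Bmf and Abcb1a lost theirs without + dox 2, + dox 3, − dox 2 or − dox 3 (adjusted p up to 0.0818, 0.0984, 0.0781, 0.133 and 0.142), and Bak1 without any 1 of the 6 arrays (up to 0.136).

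Proliferation was lower in reprogrammed cells in the study. Of 27 genes of the G1/S phase and 29 of the G2/M phase 0 passed, also adjusted over the lists alone, and 2 and 1 had an unadjusted p under 0.05, with Ccne1 at 0.88, Cdt1 at −0.50 (1 other probe set with the opposite sign), Anln at 0.48 and Bub1b at −0.59. Without + dox 1 Cdt1 fell (−0.74, adjusted p = 0.0123). Medians were 0.18 for G1/S and −0.06 for G2/M (camera adjusted p = 0.721 and 0.830). Array − dox 1 differed from the other − dox arrays: its G1/S median stood at −1.05 relative to the − dox mean, against 0.49 and 0.55 in − dox 2 and 3, and the + dox arrays stood at 0.49, −0.11 and 0.25. Without − dox 1 both lists were lower in + dox cells, with a G1/S median of −0.32 (adjusted p = 0.00257) and a G2/M median of −0.39 (adjusted p = 0.000952). With an estimated correlation the adjusted p in that fit was 0.854 for both lists.

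Interferon response genes were the 1 list that passed camera. Of 21 members 20 had values above 0 in the comparison and the median was 1.54 (adjusted p = 0.00582, and adjusted p = 0.961 with an estimated correlation). The gene test called 0 members, also adjusted over the list alone, and 6 had an unadjusted p under 0.05. However, without + dox 1 it called 18 rises, and without − dox 1 it called 1 fall. The list's median relative to the − dox mean was −0.40 in + dox 1, 2.25 in + dox 2 and 2.67 in + dox 3, and 1, 20 and 19 members lay above the − dox range in these arrays. Usp18, a negative regulator of interferon signalling, stood at 5.60, 11.36 and 11.91 against a − dox mean of 5.96, and Ifit1 at 4.77, 10.60 and 11.15 against 6.69. Xaf1 had 2.69 (adjusted p = 0.155) and Zbp1 1.96 (adjusted p = 0.184). Without + dox 1 Usp18 (5.67, adjusted p = 0.00172), Ifit1 (4.19, 0.00196), Xaf1 (3.79, 0.00770) and Zbp1 (2.87, 0.00125) rose. The list lost its call without + dox 2 (adjusted p = 0.113), + dox 3 (0.159) or − dox 2 (0.0682). Its median was 2.37 without + dox 1 and 0.998 without + dox 3.

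Antigen presentation genes followed the same arrays. Their medians relative to the − dox mean were −0.09, 0.42 and 0.68 in + dox 1, 2 and 3, with 0 of 14 called in either count (1 with an unadjusted p under 0.05), H2-K1 at 0.85, Tap2 at −0.60, and a list median of 0.28 (adjusted p = 0.461). Without + dox 1 limma called 1 rise. The list also passed in that fit, with a median of 0.57 (camera adjusted p = 0.0215, and 0.982 with an estimated correlation). Of 23 integrated stress response genes 20 had values below 0, with 0 calls in either count (2 with an unadjusted p under 0.05), Phgdh at −0.71, Shmt2 at −0.55 and a median of −0.27 (adjusted p = 0.177). The list passed without + dox 1 (adjusted p = 0.0131) or − dox 3 (0.00315). With an estimated correlation the adjusted p was 0.982 and 0.973 in these fits. Without − dox 1 the list had a median of 0.04. Without + dox 1 Phgdh (−0.997, adjusted p = 0.0123) and Shmt2 (−0.79, adjusted p = 0.0270) fell, and without − dox 1 limma called 1 rise.

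No metabolic list passed camera with all 6 arrays. Ndrg1, a hypoxia-responsive gene, rose by 2.39 (adjusted p = 0.0198) and was the 1 called gene of 22 in glycolysis and hypoxia, with 0 falls (4 and 0 adjusted over the list alone), Ankrd37 at 1.02, a median of 0.31 and an adjusted p of 0.207. That median was 0.12 without − dox 1 and 0.44 without − dox 2. Of 18 cholesterol synthesis genes Sc5d rose by 0.64 and 0 fell, in either count (1 other probe set of Sc5d with the opposite sign), with Hsd17b7 at 1.78. The list's median was 0.12 (adjusted p = 0.592), and relative to the − dox mean it was 0.45, 0.28 and −0.265 in + dox 1, 2 and 3. Without + dox 3 the list passed (median 0.32, adjusted p = 0.0458, and 0.9815 with an estimated correlation). Without + dox 1 its median was 0.035. Oxidative phosphorylation genes (23 measured, median −0.03, adjusted p = 0.461) and lysosome and autophagy genes (24 measured, median 0.05, adjusted p = 0.942) had 0 calls in either count and 6 genes each with an unadjusted p under 0.05, with Ndufv1 at −0.44, Atp5a1 at −0.32, Ctsb at −1.15 (adjusted p = 0.0516) and Tfeb at 0.61. Without + dox 1 Hsd17b7 (2.36, adjusted p = 0.0125), Ndufv1 (−0.52, 0.0497) and Ctsb (−1.29, 0.0398) passed, and without − dox 1 Ankrd37 (0.77, 0.0447), Ctsb (−0.90, 0.0382) and 1 other lysosome gene passed, with 3 rises in glycolysis and hypoxia. Without both arrays numbered 1 the oxidative phosphorylation list passed (adjusted p = 0.0481, and adjusted p = 0.960 with an estimated correlation). The call of Ndrg1 was lost without + dox 2, + dox 3, − dox 2 or − dox 3 (adjusted p up to 0.0899) and that of Sc5d without any 1 of the 6 arrays (up to 0.138) and with the mean of all probe sets (0.16, adjusted p = 0.461).

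**Figure D3:**
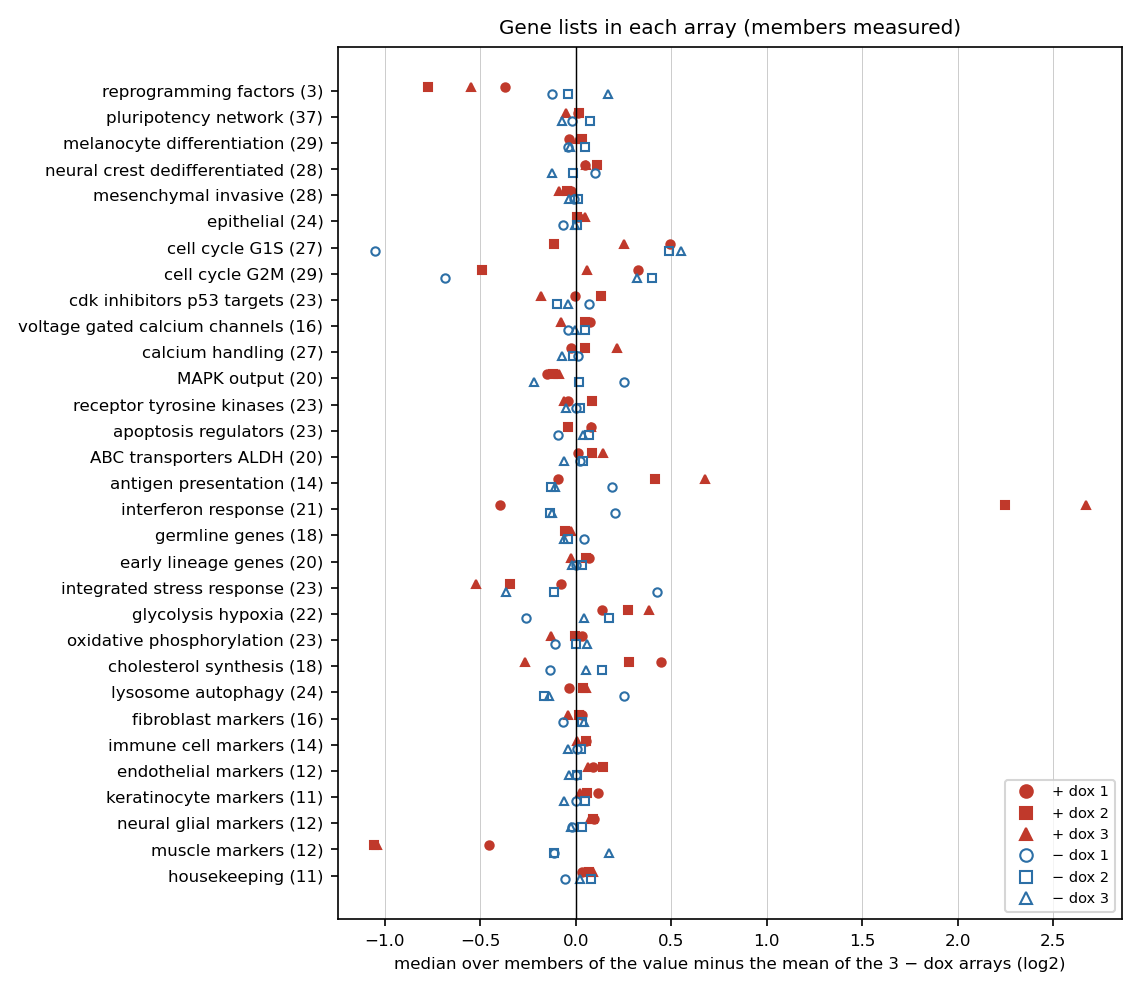
Median over the measured members of each list (vertical axis, number of members in brackets) of the log2 value minus the mean of the 3 − dox arrays (horizontal axis), per array. Filled red symbols are + dox and open blue symbols − dox arrays; the interferon list lies at −0.40 in + dox 1 and above 2 in the other + dox arrays, and the G1/S list lies at −1.05 in − dox 1.

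Across the 30 lists tested, camera called 1 at the preset correlation and 0 with an estimated correlation (4 and 0 had an unadjusted p under 0.05). Fry called 0 lists for a shift one way, where 6 had an unadjusted p under 0.05, and 20 for change in either direction. Median, mean and camera's direction did not share a sign for the pluripotency, melanocyte, mesenchymal, epithelial, germline, receptor tyrosine kinase, lysosome and fibroblast lists.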

Values the study reported

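For 4434 cells at day 20, the study reported that the vemurafenib and trametinib combination had a mean IC50 of 4.38 ± 0.03 μM after reprogramming, and of 0.0029 μM in the control cells.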

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

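The tests of cells without reprogramming and of a wrong label for + dox 1, and the keratin and epidermal genes named beyond the lists, and the spread set against the stress response limit, were chosen after the result was seen.

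Krt16 and Krt6b were among the largest rises in a melanoma line, so keratin genes were weighed as a pattern; Krt13 (3.43, adjusted p = 0.0386), Krt14 (3.67) and Krt20 (1.15, adjusted p = 0.0225) rose too, the calls of Krt13 and Krt20 being lost without + dox 2, + dox 3, − dox 2 or − dox 3 (adjusted p up to 0.137 and 0.105) and that of Krt13 without − dox 1. Keratinocytes mixed into the + dox cultures would raise the most abundant keratinocyte genes by about as much as Krt16 (5.93), but the median change of Krt5, Krt14, Krt15, Krt1, Krt10 and Trp63 was 0.0433 (SD 1.48), with Krt5 at −0.05, Krt1 at 0.07 and Krt10 at 0.55 (0.86 and a call without − dox 1, adjusted p = 0.0298), and −0.02 to 0.13 with 1 array left out. Some genes of differentiated epidermis, picked for their rise, went the other way: Krtdap (4.84, adjusted p = 0.0277), Sprr2d (4.54, 0.0476), Lce1f (3.31, 0.0150) and Sbsn (3.16, 0.0154) rose, and Slurp1 had 4.41 (0.0612) and Kprp 2.84 (0.0575). However, 1 of 9 Sprr and 1 of 15 Lce genes rose (Fisher's exact test, adjusted p = 1 for each family) and 5 of 48 keratin genes (adjusted p = 0.872). The median change was 0.79 over the Sprr, 0.13 over the Lce and 0.08 over the keratin genes. Without + dox 2, − dox 2 or − dox 3 the calls of Krtdap, Sprr2d, Lce1f and Sbsn were lost (adjusted p up to 0.118, 0.169, 0.0790 and 0.0737). Without + dox 3 all but that of Lce1f were lost, and without − dox 1 that of Sprr2d. Without + dox 1 all 6 genes passed (highest adjusted p 0.0145, Sbsn). The mean of all probe sets ended the calls of Krt13 (1.74, adjusted p = 0.0521) and Sprr2d (0.0512) and gave Lce1f 2.18. An effect of doxycycline on mitochondrial translation would raise integrated stress response genes, whose median change was −0.27. This lay below the limit of 0.25 set beforehand by more than the SD of array medians in + dox (0.22) or − dox (0.41). Without − dox 1 the median was 0.04, still below that limit but by less than either of these SDs. Medians relative to the − dox mean were −0.08, −0.34 and −0.52 in + dox and 0.43, −0.11 and −0.37 in − dox arrays. With all 6 arrays the gap to that limit argues against an effect on mitochondrial translation. Without − dox 1 the gap lies within the spread, so the effect is not excluded. Several ways to judge the spread were tried after the values were seen, and the verdict changes when each array is left out in turn. Krt5 and Krt1, with Krt10 far under Krt16 in each case, argue against admixed keratinocytes that carry these transcripts. An effect of the factors, of selection or of doxycycline by another route stays open and was not tested, since these are confounded in the design.

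Array + dox 1 lay nearer to the − dox arrays than + dox 2 and + dox 3 did. Cells without reprogramming mixed into it would lower the genes that rose over 8-fold in + dox 2 and 3 by 1 common amount, but the shortfall of these 94 genes (median 2.19) had an interquartile range 3.95 times that between + dox 2 and + dox 3 (2.79 against 0.71). A − dox sample with a + dox label would leave almost none of the 94 genes near the + dox level, but 48.9% of them (46 genes) were nearer to + dox in + dox 1, against 0 of 94 in − dox 1; of 31 genes over 8-fold lower, 8 (25.8%) were nearer to + dox, and these values argue against both. RNA degradation stays open: the mean difference between 3′ and 5′ control probe sets of Tfrc and Pcx was 1.95 in + dox 1 and 1.66 to 1.98 in the others, but the Tfrc 5′ probe set lay near the low end of the scale (3.35 in − dox 1, under the lower quartile of 3.84, and 3.99 to 4.55 elsewhere), which limits the measure; for Pcx alone, a single gene whose 5′ probe set lay higher (5.77 to 5.93), it was 1.29 in + dox 1, 1.54 in − dox 1 and 1.16 to 1.58 in the others. A different course of reprogramming in this sample may account for the split and was not tested.

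Array − dox 1 stood apart from − dox 2 and 3, with lower cell cycle genes. The 3′ to 5′ difference was 1.69 there (1.54 for Pcx alone), but with the Tfrc 5′ signal at the low end of the scale RNA degradation stays open. Admixed + dox cells would raise the same 94 genes, whose median difference from − dox 2 and 3 was 0.0775 (interquartile range 0.46), which argues against them. Growth state or handling of that sample was not tested.

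A signal also appeared outside the gene comparison. Of 10092 probe sets without a single gene name 69 passed the test (41 higher, 28 lower), or 0.684%, against 3.06% of named probe sets. The ThrX control probe sets, which detect a bacterial transcript that is usually spiked into the RNA, stood at 9.84 in + dox 1 and 8.23 in + dox 3, against 7.29 in + dox 2 and 7.11 to 7.29 in − dox arrays, while the DapX controls stood at 9.59 to 9.96 in + dox and 9.40 to 9.75 in − dox arrays.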

How the results depend on the processing

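Leaving out both arrays numbered 1 was chosen after the result was seen. Of the 886 genes called, 657 to 854 passed with another value per gene, filter, variance model or scaling, and the counts stayed within 1.5 times of those given, except 97 genes more than 2-fold lower with the mean of all probe sets. Same-numbered arrays had correlations of −0.118, −0.220 and 0.0817 of their deviations and did not each correlate best with their own number (+ dox 2 with − dox 1, 0.342); with the replicate number as a block the counts were 303 changed (205 higher, 98 lower), 263 more than 2-fold (179 and 84) and 2 lists (interferon response, and integrated stress response at an adjusted p of 0.00789; adjusted p = 0.991 with an estimated correlation for both), with 262 of the genes shared. With that block 36 of the 54 called named genes kept their call and 18 lost it. An adjusted threshold of 0.01 gave 128 genes (101 and 27), treat 51 (46 and 5) and an unadjusted p with a 2-fold limit 862 (517 and 345), as the stricter or looser test makes them. Over 45037 probe sets in place of genes 740 were higher and 398 lower. By estimated correlation and by fry 0 lists passed, with 0 and 6 at an unadjusted p under 0.05.

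Leaving out 1 array gave 118 to 1650 changed genes (90 to 951 higher, 23 to 699 lower), 110 to 909 more than 2-fold (87 to 573 and 19 to 336), 0 to 4 lists, 0 to 1 study markers, and 21 to 51 of 54 called named genes. Of 54 named genes without a call, 22 gained one without + dox 1, 5 without − dox 1 and 33 without both, and 0 without any of the other 4 arrays. The called genes were all named by the rule, but not all of the uncalled ones were. Krt5, Krt1, Usp18, Ifit1, Igfbp5, Myog, Acta1, Kprp and Slurp1 were chosen after their values were seen. All of these but Krt5 and Krt1 passed without + dox 1, so part of that gain comes from how genes were picked. With all 6 arrays, 7 of 41 uncalled named genes gained a call with the 40% filter and 2 of 49 with the 20% filter. The block and the other values per gene, variance models and scalings gave 0 to 3 of 54. Leaving out 1 array gave changes of 0.59 to 0.87 for Pou5f1, −0.88 to −0.57 for Sox2, −0.32 to 0.46 for the G1/S list and −0.39 to 0.15 for the G2/M list. Fewer arrays lower the power, but the gain without + dox 1 or − dox 1 came with fewer arrays too. The share of calls that were higher was 63.0% with all 6 arrays, 82.1%, 79.5%, 74.4% and 80.5% without + dox 2, + dox 3, − dox 2 and − dox 3, 57.6% and 63.1% without + dox 1 and − dox 1, and 51.3% without both of these.

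Without both arrays numbered 1, 3649 genes changed (1871 higher, 1778 lower, 877 of the 886 among them), 1207 more than 2-fold (721 and 486), and 7 lists (adjusted p = 0.960 with an estimated correlation for each) and 2 markers passed: Pou5f1 (0.81, adjusted p = 0.0185; 0.0185 to 0.165 over its alternatives) and Sox2 (−1.05, 0.00247; 0.00247 to 0.324). There the G1/S list reversed to −0.46 (adjusted p = 3.28e-06) and the G2/M list stood at −0.56 (2.59e-07), against adjusted p values up to 0.961 over their alternatives, and the other lists were interferon response (3.73e-18), antigen presentation (0.000387), muscle (0.00228), neural crest (0.0269) and oxidative phosphorylation (0.0481); the G1/S list also reversed to −0.32 without − dox 1, the array that held low cell cycle values. With trend and robust settings 1 marker passed, Pou5f1 (0.75, adjusted p = 0.0486). Bmf reversed to −0.0122 with the mean of all probe sets and to −0.70 with the probe set of largest variance; the cause was not tested. Etv4, Ocln and Ctsb passed with that mean (adjusted p 0.0397, 0.0475 and 0.0489). Levels near the low end of the scale, such as Cacna1h, limit what can be detected.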

Other observations

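The tests of gene families by symbol and the genes named here were chosen after the result was seen. Of the collagen genes 5 fell in + dox cells, Col6a2 among the fibroblast genes above and 4 beyond the lists. Col13a1 fell by 1.98 (adjusted p = 0.00561), Col18a1 by 1.59 (0.0202), Col4a1 by 1.21 (0.0102), Col4a2 by 0.93 (0.00764) and Col6a2 by 0.82 (0.0483), and 0 of 42 measured collagen genes rose. Col4a1 and Col4a2 encode the main chains of basement membrane collagen. Col13a1 passed whichever array was left out, and the other 4 were lost without − dox 2 or − dox 3 (adjusted p up to 0.0892 for Col18a1, 0.0621 for Col4a1, 0.0538 for Col4a2 and 0.165 for Col6a2), 3 of them also without + dox 3, Col18a1 and Col6a2 without + dox 2, and Col6a2 without − dox 1. By a one-sided Fisher's exact test 5 falls against 0.76 by chance had a p of 0.000909, which did not pass over 315 families (adjusted p = 0.286). The 3 intraflagellar transport genes Ift140, Ift43 and Ift57 fell among 14 measured (adjusted p = 0.287), and Serpinb6a, Serpinb8, Serpinb9b and Serpinb11 rose among 18 measured protease inhibitor genes (adjusted p = 0.414). Of 48 keratin genes 5 rose against 1.47 by chance (Fisher's exact p = 0.0154, adjusted p = 0.872), and 0 families passed in either direction. Most of the Ift and Serpinb calls were lost without 1 array; Serpinb8 (3.26) and Serpinb9b (4.14) passed in each case. With trend and robust settings Ift140 (adjusted p = 0.0890), Ift43 (0.0527) and Ift57 (0.0508) were lost, and with the probe set of largest variance Ift140 (0.0568) and Serpinb11 (0.0512). Ift57 had a change of −0.70, which ran from −0.79 to −0.41 over all alternatives.

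Large differences without a call lay in genes on which + dox 1 parted from + dox 2 and 3. Igfbp5, a secreted binding protein of insulin-like growth factors, stood at 11.26, 5.16 and 4.66 in the + dox arrays against a − dox mean of 12.15 (−5.12, adjusted p = 0.138). Myog, a muscle transcription factor gene, stood at 8.10, 4.39 and 4.53 against 8.83 (−3.16, adjusted p = 0.141), and the muscle actin gene Acta1 at 9.45, 6.90 and 6.87 against 10.76 (−3.02, adjusted p = 0.0574). Without + dox 1, and in no other case with 1 array left out, they passed; their adjusted p values were 0.000206, 0.00863 and 0.000130.

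Splits of the 6 arrays into 3 and 3 number 10, too few for a share under 0.05. The split into + dox and − dox gave 886 genes and the highest of the other splits 0 by limma, with 3942 against at most 1934 genes at an unadjusted p under 0.05, and 471 against 0 for genes changed more than 2-fold; 1 of the 10 splits reached these values. For lists it was the reverse, with 1 list by group and 8 in the split of + dox 1, − dox 2 and − dox 3 against the rest. Each split other than that by group gave 3 to 8 lists, so 10 of 10 splits gave at least 1. With an estimated correlation 0 lists passed in each of the 10 splits. The estimates reached 0.963 (G2/M list) against the preset of 0.01, and whether a structure of the samples or too low a preset gave these list calls was not tested.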
